# Phenotypic and functional alterations of peritoneal macrophages in lupus-prone mice

**DOI:** 10.1007/s11033-022-07252-0

**Published:** 2022-02-24

**Authors:** Gabriela Tejon, Nicolás Valdivieso, Felipe Flores-Santibañez, Verónica Barra-Valdebenito, Víctor Martínez, Mario Rosemblatt, Daniela Sauma, María Rosa Bono

**Keywords:** Autoimmunity, Macrophage, Systemic lupus erythematosus (SLE), Peritoneal cavity

## Abstract

**Background:**

Several studies have demonstrated the contribution of innate immune cells, including macrophages, in promoting systemic lupus erythematosus (SLE). Macrophages, one of the most abundant cell populations in the peritoneal cavity, are considered multifunctional cells with phenotypic plasticity. However, the functional properties of peritoneal macrophages in steady-state and during the progression of SLE remain poorly defined.

**Methods and results:**

Using the [NZB × NZW]F1 (BWF1) murine model of SLE, we analyzed the phenotype and function of peritoneal macrophages during the disease’s onset. We found a higher frequency of peritoneal macrophages and B1a cells in BWF1-diseased mice than age-matched controls. Additionally, macrophages from diseased animals expressed lower levels of CD206, MHC-II, and Sirpα. RNAseq analysis identified 286 differentially expressed genes in peritoneal macrophages from diseased-BWF1 mice compared to control mice. Functional experiments demonstrate that peritoneal macrophages from diseased-BWF1 mice secrete higher levels of pro-inflammatory cytokines when activated with TLR7 and TLR9 agonists, and they were less efficient in suppressing the activation and proliferation of peritoneal LPS-activated B cells. These data demonstrate that peritoneal macrophages from BWF1-diseased mice present phenotypic and functional alterations shifting to a more pro-inflammatory state.

**Conclusions:**

The increase of macrophages with an altered phenotype and function together with the accumulation of B1a cells in the peritoneal cavity of diseased-BWF1 mice may promote the progression of the disease. Advancing awareness of the role and phenotype of peritoneal macrophages in SLE may contribute to a better understanding of these types of diseases and the development of novel therapies.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s11033-022-07252-0.

## Introduction

Systemic lupus erythematosus (SLE) is a multifactorial systemic autoimmune disease that affects multiple organs and tissues. SLE is characterized by the overactivation of T and B lymphocytes, the subsequent accumulation of autoantibodies against nuclear and cytoplasmic antigens, and overexpression of pro-inflammatory cytokines [1, 2]. These pathogenic autoantibodies deposit as immune complexes in diverse tissues and organs, generating inflammation and damage [3]. Although defects in adaptive immunity are an important cause of SLE, studies in patients and animal models suggest that innate immune cells, including macrophages, are involved in the pathogenesis of this disease [4, 5].

Recent studies that focus on the role of macrophages in SLE show contradicting results, where the pharmacological depletion of this population of cells has shown to either promote or delay the disease in murine models of SLE [6, 7]. Moreover, several groups have observed profound alterations in the cytokine production profile in macrophages from MRL^+/+^ and BWF1 mice, two murine models of SLE [8]. In addition, it has been reported that macrophage-derived IL-6 has a prominent role in promoting anti-DNA autoantibodies in lupus-prone BWF1 mice [9].

Some studies have shown that macrophages and B cells are the main populations in the peritoneal cavity, where the B‑1a subpopulation is the most abundant within peritoneal B cells [10]. B-1a cells produce autoantibodies and thus have been linked to the development of autoimmune diseases. On the other hand, peritoneal macrophages (PMs) are critical players in controlling infectious and inflammatory diseases [11, 12]. These cells also regulate peritoneal cavity homeostasis by the phagocytosis of apoptotic and necrotic bodies [13]. Thus, alterations in their function have been linked to autoimmunity as well [14, 15]. Interestingly, it has been demonstrated that peritoneal macrophages modulate peritoneal B cell proliferation and migration into the peritoneal cavity [16], suggesting complex crosstalk between these two populations.

Few studies have analyzed the role of peritoneal cavity macrophages in SLE. In this line, one study has demonstrated functional alterations and abnormal uptake of apoptotic bodies in PMs from MRL/Mp and NZB/W mice [17]. Additionally, peritoneal macrophages from B6.MRL-Fas^*lpr*^ mice have a decreased expression of CD206, one of the well-accepted markers for M2 macrophages, and decreased phagocytic activity when exposed in vitro to FluorSpheres [18]. However, the functional properties of peritoneal macrophages in steady-state and during the progression of this autoimmune disease remain poorly defined.

Given the well-known interaction between peritoneal macrophages and autoantibody-producing B1 lymphocytes [19], we decided to study peritoneal macrophages in BWF1 mice, a murine model of SLE. We also focused on the interaction between peritoneal macrophages and B cells. We found a higher frequency of PMs and B1a cells in BWF1-diseased mice compared to control mice. Also, we demonstrate that PMs from BWF1-diseased mice have lower expression of mannose receptor (CD206), MHC-II, and Sirpα, suggesting a shifting from the M2 phenotype. RNAseq assays confirmed that 286 genes are differentially expressed in PMs from diseased mice. Additionally, we analyzed the response of PMs to different TLR agonists and observed that PMs from diseased-BWF1 mice secrete higher levels of different cytokines than age-matched control. Finally, we observed that peritoneal macrophages from diseased mice were less efficient in suppressing the activation and proliferation of peritoneal LPS-activated B cells. Altogether, these data demonstrate that PMs have an altered frequency, and acquire a more pro-inflammatory phenotype and function during lupus-like disease. Thus, modulation of PMs may be an attractive therapy for SLE.

## Materials and methods

### Mice

Female lupus-prone [NZBxNZW]F1 (BWF1) mice were purchased from The Jackson Laboratory (Bar Harbor, ME, USA). All mice used in this study were housed following the institutional regulations in the animal facility of Fundación Ciencia & Vida. BWF1 female mice (H2^z x d^ haplotype) between 3 and 5-months-old were used to describe a pre-lupic status that still does not develop autoimmune disease. Diseased-BWF1 mice had high antibody titers against double-stranded DNA (dsDNA) and severe proteinuria (i.e., ≥ 500 mg/dl protein) on three consecutive measurements. Since there are gender differences in the development of this disease, we used female non-autoimmune mice as controls with the same H2 haplotype as BWF1 mice. Thus, age-matched [NZW × BALB/c]F1 female mice were used as non-autoimmune controls. Proteinuria was measured monthly during the first 6 months of age by a standard semi-quantitative test using a Combur Test N (Roche Diagnostics, Germany). After 6 months of age, proteinuria was measured every week to detect premature lupus. Autoantibodies against dsDNA were measured in serum samples by a standard ELISA.

### Isolation of peritoneal cells

Peritoneal cavity (PerC) cells were isolated from mice as previously described [20]. Briefly, mice were euthanized, the inner peritoneal skin was exposed, and 10 mL of sterile PBS was injected into this cavity. Following a gentle massage of the peritoneum, the peritoneal fluid was collected and centrifuged at 600 g for 7 min. Cells were resuspended in Red Blood Cell (RBC) lysis buffer (Biolegend) and ice-incubated for 5 min. After washing the cells, they were resuspended in RPMI 1640 with 10% fetal calf serum (FCS) for further analysis.

Peritoneal macrophages and B cells were further purified by cell sorting based on CD19 and F4/80 staining. Macrophages were defined as F4/80 + /CD19-/CD11b high whereas B cells were defined as CD19 + /F4/80-. The purity of macrophages and B cells was always ≥ 95 and 93% respectively.

### Flow cytometry

Surface staining was performed in ice-cold PBS with 2% FCS for 15 min in the presence of FcγRII/III blocking antibody (CD16/32). The cells were surface-stained with the relevant antibodies in PBS + 2% FBS for an additional 20 min at 4 °C.

The following fluorochrome-conjugated monoclonal antibodies were used for cell phenotyping: B220 APC (clone RA3-6B2), CD11b PE (clone M1-70), CD138 PE (clone 281-2), CD19 FITC (clone 6D5), CD19 BV421 (clone C068c2), CD206 PE-Cy7 (clone C068c2), CD4 PE (clone RM4-5), CD5 PE-Cy7 (clone 53–7.3), CD8a Ly-2 APC/Fire 750 (clone 53–6.7), F4/80 APC-Cy7 (clone BM8), F4/80 APC (clone BM9), IA-d Alexa Fluor 647 (clone 39–10-8), SIRPα APC (clone 15–414) from Biolegend and CD3 eFlour 660 (clone 17A2). Viability dye eFluor 780 reagent (eBioscience, USA) or propidium iodide were used for live/dead cell discrimination.

Flow cytometry was conducted on a FACSCanto II flow cytometer or FACSAria III Cell Sorter (BD Biosciences), and data analysis was performed using the FlowJo software (Tree Star, Inc., Ashland, OR, USA).

### In vivo engulfment assay

Syngeneic thymocytes were cultured overnight with 0.1 mM dexamethasone to induce apoptosis. After that, apoptotic thymocytes (annexin V + cells) were stained with CellTrace Violet (Invitrogen) according to the manufacturer’s instructions. 5 × 10^6^ labeled apoptotic thymocytes were injected i.p. to diseased-BWF1 and age-matched control mice. After 45 min, peritoneal cells were harvested and labeled with F4/80, CD19, CD4, and CD8 antibodies for flow cytometry analysis.

### Macrophage in vitro stimulation

PMs from diseased-BWF1 and age-matched control mice were isolated by cell sorting (F4/80 + , CD19-, CD11b high) with a purity of ≥ 95%. After cell-sorting, cells were washed with Penicillin 300 U/mL and Streptomycin 0.3 mg/mL media to avoid any contamination of the cultures and resuspended in culture media (RPMI 1640 with 10% FCS + 2-Mercaptoethanol 0.055 μM + Fungizone 0.5 μg/mL). Macrophages were activated with 1 μg/mL LPS from *E. coli* O111:B4 (Sigma-Aldrich), 1 μg/mL R848 Resiquimod or 10 μg/mL CpG ODN 1585 (Invivogen) overnight at 37 °C, 5% CO_2_. Following activation, the supernatants were harvested and analyzed using the CBA Mouse Inflammation Kit (BD Bioscience) according to the manufacturer’s instructions.

### Macrophage and B cell co-cultures

Cell-sorted PMs from diseased-BWF1 and aged-matched control mice were cocultured with sorted aged-matched control peritoneal B cells (CD19 +) in the presence of diverse stimuli. Sorted total B cells were stained with 5 μM CFSE (Molecular Probes, Eugene, OR, USA) according to the manufacturer’s instructions and resuspended at 2 × 10^6^ cells/mL. The coculture was performed with 20,000 macrophages and 100,000 B cells per well in a P96 plate. The stimuli used were 2 ng/mL LPS from *E. coli* O111:B4 (Sigma-Aldrich), 1 μg/mL CpG ODN 1826 (Invivogen) or 2 μg/mL α-CD40 + 2 ng/mL IL-4 (Biolegend). The cells were cultured for four days and then stained for flow cytometry with CD19, CD138, and viability dye to exclude dead cells. Proliferation was analyzed by CFSE dilution.

### RNAseq

RNA from cell-sorted Peritoneal Macrophages (CD11b + F4/80 + CD19-) was extracted using TRIzol reagent (Life Technologies) according to the manufacturer's instructions. Purified RNA samples were quantified using Qubit RNA HS Assay (Life Technologies, Thermo Fisher Scientific) and integrity was measured using the High Sensitivity RNA Analysis Kit (Advanced Analytical Technologies). Sequencing libraries were prepared using the KAPA Stranded mRNA-Seq kit according to the manufacturer's protocol (Illumina). The length of the libraries was determined by capillary electrophoresis using the Standard Sensitivity NGS Fragment Analysis Kit (Advanced Analytical Technologies). Libraries were quantified using the KAPA Library Quantification Kit (Kappa Biosystem) using the Eco PCR system (Illumina), following the manufacturer's protocol. Libraries were sequenced on a Miseq platform (Illumina) using a v3 150 kit with 2 × 75 bp paired-end. The subsequent analysis was performed in R using the Deseq2 package to normalize the data. Differentially expressed genes were identified using an adjusted p-value cut-off of 0.05 and a fold change of 1.5. The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE167108.

### Statistical analysis

Statistical analysis was performed with the GraphPad Prism program V8 (GraphPad Software, San Diego, CA, USA). The data were compared using a Student’s t-test after verification of normal distribution. Mann Whitney test was used for the data that did not adjust to a normal distribution. P-values < 0.05 were considered significant.

## Results

### The peritoneal cavity of diseased-BWF1 mice harbors a higher frequency of peritoneal macrophages

The peritoneal cavity is home to a complex mixture of immune cells with essential functions in monitoring visceral organs and maintaining tissue homeostasis, such as peritoneal macrophages (PMs) and B cells [21]. Considering this and the possible implication of PMs in autoimmune diseases, we first analyzed the dynamics of peritoneal cell populations during SLE development. We compared cells obtained from the peritoneal exudate of BWF1 mice at different stages preceding (3 and 5 months old) and after the onset of the disease (9 months old on average) with cells from age-matched controls (NZWxBALB/c) F1 mice. In BWF1 mice we found large peritoneal macrophages defined as CD11b + and F4/80 + cells. We observed a decrease in PMs frequency with age in both BWF1 and control mice (Fig. 1A). However, at 5 months, there is a significantly higher percentage of macrophages in the peritoneal cavity of BWF1 mice than 5 m-control mice, and this difference increases in diseased-BWF1 mice, which have almost a two-fold increase in the frequency of PMs compared to age-matched control mice (27 ± 2.4% vs. 15 ± 1%). There is also an increase in macrophages absolute numbers in this condition (Control 2.6 ± 0.9 × 10^6^ and diseased-mice 4.0 ± 1.7 × 10^6^ cells).

**Fig. 1:**
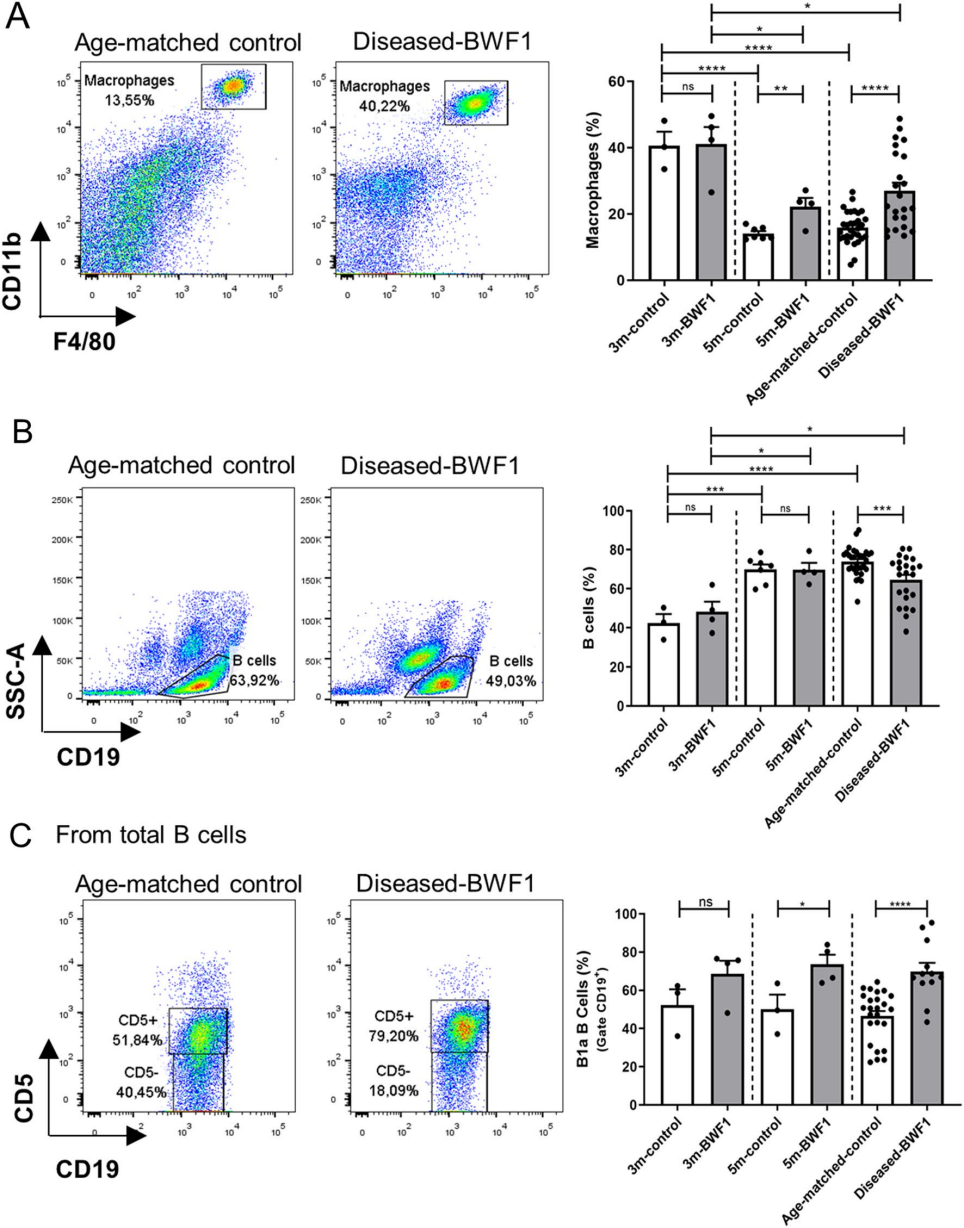
The peritoneal cavity of diseased-BWF1 mice harbors a higher frequency of peritoneal macrophages. **A** Representative FACS analysis (left) and frequency (right) of peritoneal macrophages (F4/80 + CD11b +) from diseased-BWF1 and age-matched-control mice (gated on live cells). **B** Representative pseudo-color plot (left) and frequency (right) of total peritoneal B cells (CD19 +) in BWF1 and age-matched control mice (gated on live cells). **C** Representative pseudo-color plot (left) and frequency (right) of B1a cells (CD5 + gate) in total B cells from peritoneal cavity of BWF1 and age-matched control mice. Each dot represents one mouse (n = 3–31 mice per group). Student's t-test was used in all comparations except in A when comparing the frequency of diseased-BWF1 macrophages with age-matched control, 3 m-BWF1 or 5 m-BWF1, where Mann–Whitney was used. p > 0.0 5; *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001

On the other hand, when we evaluated B cells in the peritoneal cavity, we found a significant decrease in this population only in diseased-BWF1 mice (64.6 ± 2.5% vs. 73.9 ± 1.3%) compared to age-matched control mice (Fig. 1B). A relevant B cell population in autoimmune diseases is B1a cells (CD5^+^), responsible for the production of natural antibodies. As previously reported, we observed that most of B cells found in the peritoneal cavities of diseased and control mice are B1a cells (Fig. 1C) [10]. Interestingly, we observed a higher frequency of B1a cells in 5-month-old BWF1 and diseased-BWF1 mice compared to age-matched control mice.

Altogether this data demonstrates a dysregulation in the proportion of macrophages and B cells in the peritoneal cavity during the disease’s onset.

### Peritoneal macrophages from diseased-BWF1 mice are phenotypically different compared to control mice

In parallel, we analyzed by flow cytometry the expression of different functional markers in PMs. We found significant differences in some proteins associated with important functions displayed by macrophages as Sirpα, MHC-II, and the M2 marker CD206 (Fig. 2). In diseased-BWF1 mice, we observed a lower frequency of MHC-II + PMs and they presented a lower mean fluorescence intensity for Sirpα (Fig. 2A and B) compared with age-matched control mice. We also found that the percentage of PMs that express CD206 is lower in diseased-BWF1 mice (30.8 ± 7.4%) when compared with PMs from age-matched control mice (70.7 ± 5.1%). These results demonstrate that macrophages residing in the peritoneal cavity present alteration in their phenotype in BWF1-diseased mice.

**Fig. 2:**
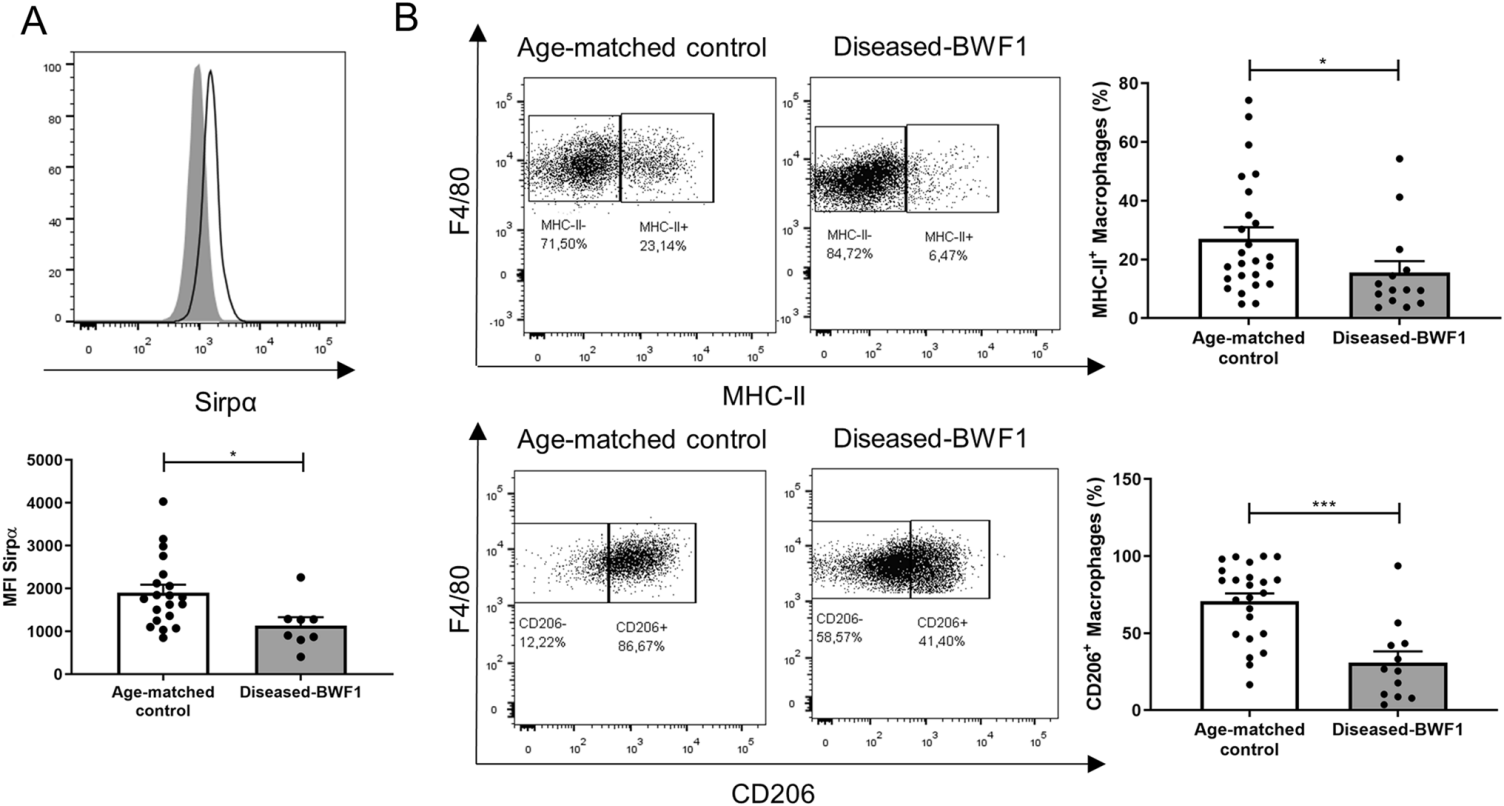
Peritoneal macrophages from diseased-BWF1 mice are phenotypically different to control mice. **A** Representative histogram and mean fluorescence intensity (MFI) of Sirpα in peritoneal macrophages (gate F4/80 + CD11b +) from diseased-BWF1 (shaded histogram) and age-matched-control mice (black line histogram). **B** Representative FACS plots depicting MHC-II and CD206 expression (left) and frequency (right) of MHC-II + and CD206 + peritoneal macrophages from diseased-BWF1 and age-matched-control mice. Each dot represents one mouse (n = 14–24 mice per group). Statistical analysis: In A Student’s t-test, in B Mann–Whitney test. *p < 0.05; ***p < 0.001

### Peritoneal macrophages from diseased-BWF1 show no alterations in the uptake of apoptotic cells in vivo

The engulfment of apoptotic cells and cellular debris constitutes a primary function of macrophages, and its alteration has been related to the onset of autoimmune diseases [22]. To compare the uptake capacity of apoptotic cells between PMs from diseased-BWF1 mice and age-matched control mice, we performed an in vivo assay. We adoptively transferred by intraperitoneal injection (i.p.), fluorescent-labeled apoptotic thymocytes (CellTrace Violet +) into diseased and control mice. After 45 min, we analyzed the percentage of apoptotic cells engulfed by PMs. For this, cells recovered from the peritoneal cavity were labeled with F4/80, CD19, CD4, and CD8 antibodies. Using this strategy, cell-trace violet labeled (CTV +) thymocytes that have been internalized by macrophages will not stain with anti-CD4 and CD8 antibodies (as they will be internalized and CD4/CD8 will not be available for cell surface staining) but will fall within an F4/80 + gate. On the other hand, CTV + thymocytes that only bind macrophages will be found in the F4/80 + gate and will also stain with CD4 and CD8 antibodies. Finally, free CTV + thymocytes will stain with CD4 and CD8 antibodies, but will remain F4/80 negative.

In Supplementary Fig. 1A, we show representative plots of the thymocytes that have been internalized by PMs from diseased and control mice. As shown in the bar graphs, 40.4 ± 8.3% of the apoptotic cells were internalized by macrophages from BWF1 mice whereas 32.2 ± 6% were internalized by macrophages from control mice. In addition, in our analyses, we observed that only 3–4% of the apoptotic thymocytes were internalized by B cells (data not shown). These results show no significant differences in apoptotic cell clearance by peritoneal macrophages in BWF1 versus control mice.

On the other hand, when we analyzed the percentage of macrophages that have internalized apoptotic cells (Supplementary Fig. 1B), we observed no significant differences between BWF1 and control macrophages (43.7 ± 2% of BWF1 macrophages and 40.2 ± 4.7% control macrophages).

These results suggest that at least in our in vivo experimental conditions, there are no differences in the uptake of apoptotic cells between macrophages of diseased-BWF1 mice compared to age-matched controls mice.

### Peritoneal macrophages from diseased-BWF1 mice secrete higher levels of cytokines than control mice when activated with TLRs agonists

Macrophages can produce a wide variety of cytokines depending on the microenvironment where they reside. Defects in cytokine secretion patterns may affect host defense and the development of inflammatory diseases [22, 23]. To elucidate the cytokine secretion profile of PMs, we sorted these cells from diseased-BWF1 and age-matched control mice and activated them for 20 h in the presence of LPS, R848, and CpG (TLR4, TLR7/8, and TLR9 agonists respectively). As shown in Fig. 3, PMs already produce a significant amount of TNF-a, MCP-1, IL-10, and IL-6 when cultured for 20 h in vitro without any stimulation, suggesting that they might be pre-activated in the peritoneal cavity. Additionally, we observed that PMs from diseased-BWF1 incubated with CpG produced a significantly higher amount of MCP-1 (monocyte chemoattractant protein-1) and IL-6 compared to control mice. When stimulated with R848, PMs from diseased-BWF1 produce more MCP-1, IL-6, and IL-10 compared to control mice. The concentration of IL-12 and IFN-g were under the detection limit. These results demonstrate that PMs from diseased mice secrete more pro-inflammatory cytokines than control mice when stimulated with intracellular TLRs agonists such as TLR7/9 that have been linked to SLE.

**Fig. 3:**
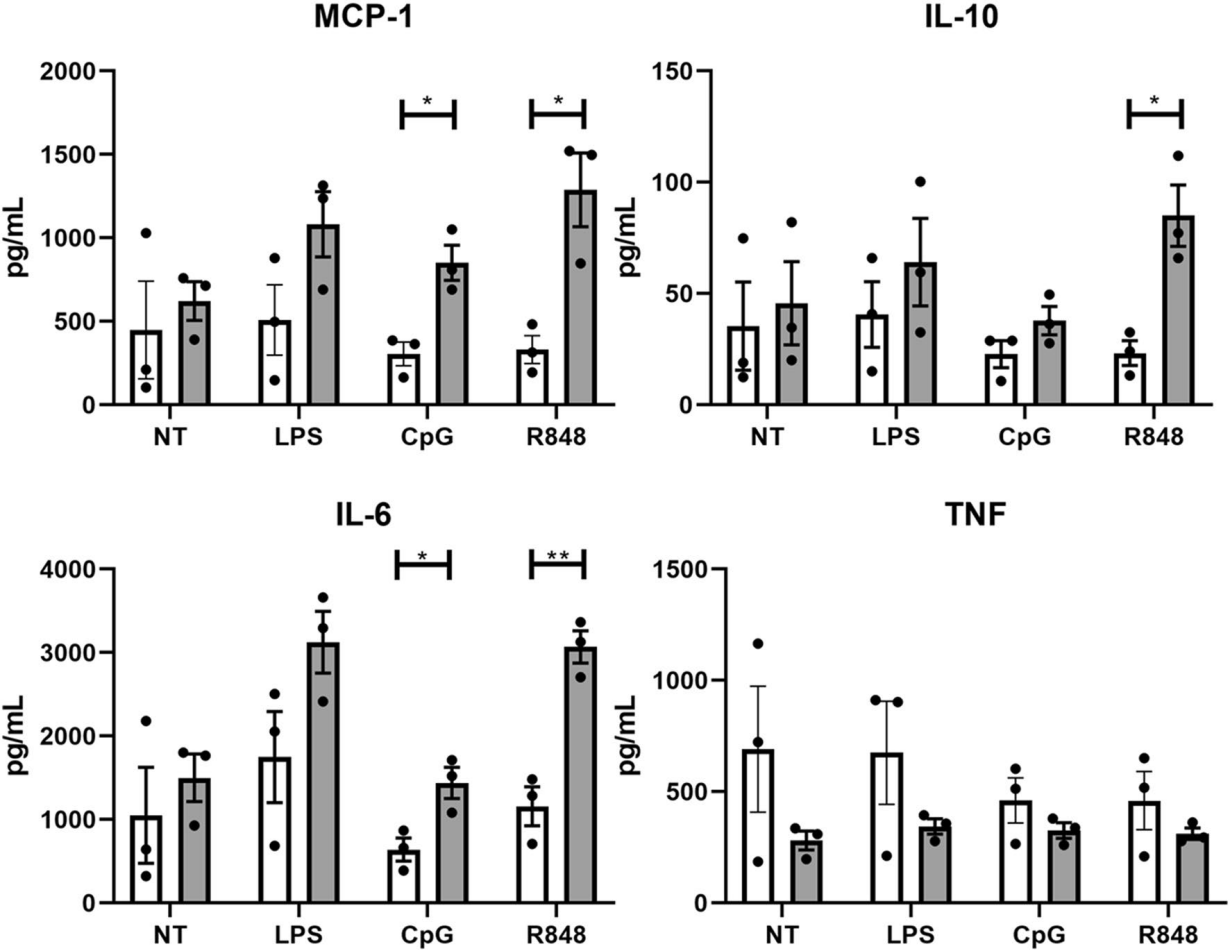
Cytokine production by peritoneal macrophages from diseased-BWF1 and control mice. Peritoneal macrophages from diseased-BWF1 (grey bars) or age-matched control mice (white bars) were cultured in the presence or absence (NT) of different stimuli (LPS, CpG, R848) for 20 h. Cytokine concentrations in the supernatant were determined using the CBA mouse inflammatory kit. Each bar represents the mean of 3 independent experiments. Student's t-test was used with *p < 0.05; **p < 0.01. (Color figure online)

### Peritoneal macrophages suppress LPS-activated B cells

PMs and B cells are the most abundant cell populations in the peritoneal cavity. Since we observed phenotypic and functional differences in PMs obtained from BWF1 mice compared to control mice, we sought to determine whether PMs may affect peritoneal B cell proliferation and differentiation. For this, we cocultured total B cells with control or BWF1-derived PMs in the presence of different stimuli (usually used for B cell activation) to analyze the effect of PMs on B cell proliferation and differentiation into pre-plasmatic cells (CD138 +). We observed that LPS and CpG induce a higher differentiation and proliferation of B cells than untreated and αCD40 + IL-4 activated B cells (Fig. 4A and B). In all conditions, we observed that the addition of PMs to B cell cultures, reduced B cell proliferation and differentiation. Importantly, although macrophages from both, control and diseased mice significantly reduced LPS-induced B cell proliferation (Fig. 4B), PMs from BWF1-diseased mice were less efficient. On the other hand, only PMs from control mice reduced LPS-induced B cell differentiation (Fig. 4A). Furthermore, macrophages from both control and diseased mice do not affect B cell proliferation, or differentiation when B cells were stimulated with CpG or αCD40 + IL-4. We obtained similar results when we performed this experiment in transwell chambers, suggesting that PMs' effect on B lymphocytes is contact-independent (Supplementary Fig. 2). Since during an inflammatory process, both B cells and PMs will be exposed to different stimulus, we believe that our experimental strategy represents more physiological approach than only activating B cells.

**Fig. 4:**
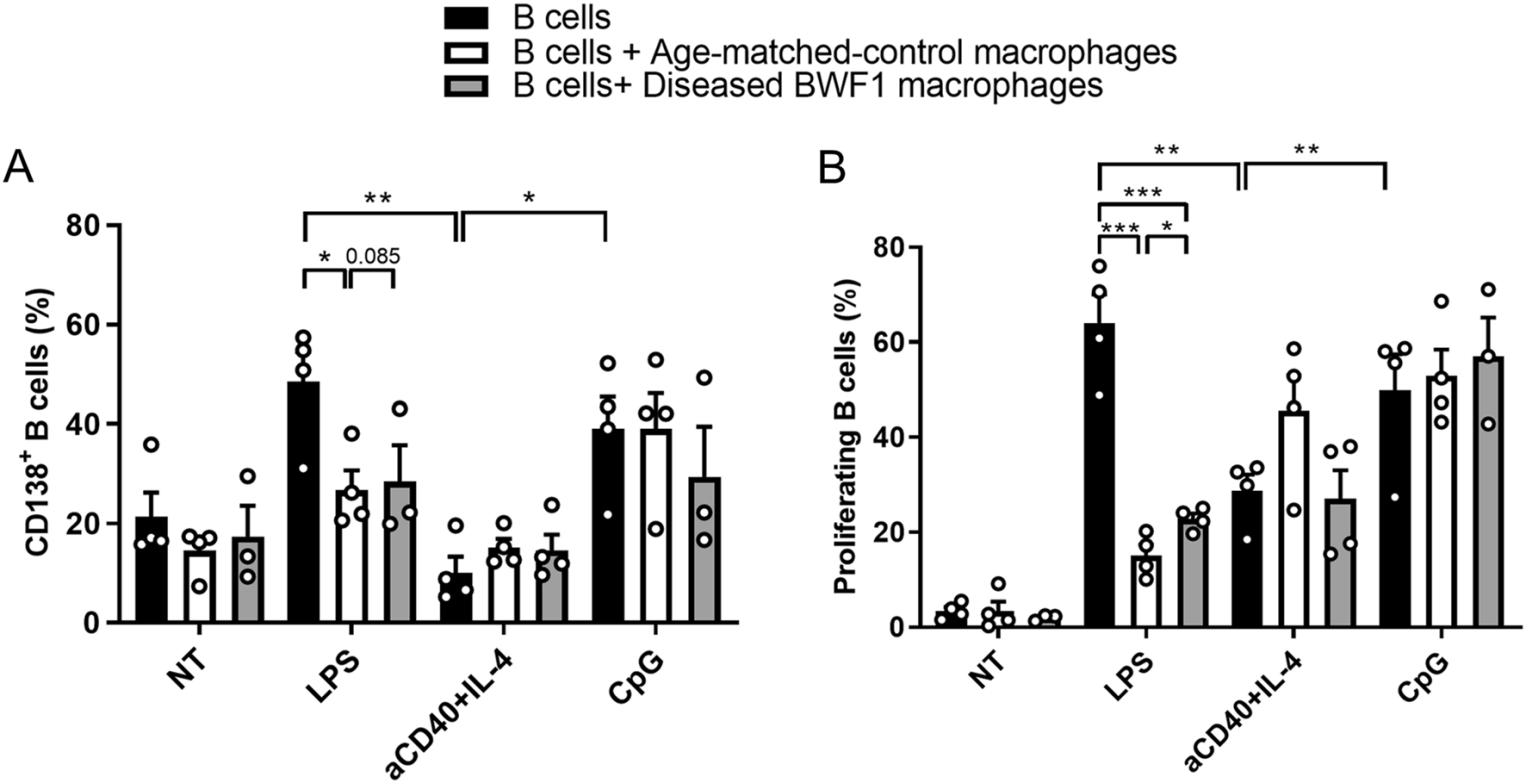
Peritoneal macrophages suppress B cell differentiation and proliferation induced by LPS. Peritoneal B cells from control mice were activated with different stimuli in the presence or absence of PMs from diseased-BWF1 or age-matched control mice. After 4 days, the differentiation of B cells into CD19 + /CD138 + pre-plasmatic cells (**A**) and their proliferation (**B**) was evaluated. Each bar represents the mean of 3 or 4 independent experiments. Student's t-test was used with *p < 0.05; **p < 0.01; ***p < 0.001

### Peritoneal macrophages from diseased-BWF1 mice have a different transcriptional profile

Next, we performed RNA sequencing (RNAseq) analysis to compare PM’s transcription profile in diseased-BWF1 and age matched-control mice. 

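RNA from cell-sorted PMs of 3 control mice and 3 diseased-BWF1 mice was sequenced, with 1 library per mouse. The control mice were F1 offspring of NZW and BALB/c parents and were 33, 33 and 30 weeks old. The diseased-BWF1 mice, F1 offspring of NZB and NZW parents, were 31, 31 and 34 weeks old. The groups differ in a parental strain as well as in disease, and the design cannot separate these differences. The authors deposited, for each mouse, the number of reads counted on each of 107193 RefSeq transcript records, as whole numbers without normalization. The paper's text does not name the aligner, the reference or the counting program. Total counts ranged from 3629901 to 5003360 per mouse, with a median of 4187106 in control mice and 4226538 in diseased-BWF1 mice. The smallest abundance that 3 counts can show lay between 0.652 and 0.888 CPM (counts scaled to a common library total on genes). This floor covers counting error only, since reads amplified by PCR are not independent molecules. The reference annotation assigned 86466 of the records to 32879 genes, and the counts of all records of a gene were summed. The sums held between 89.1% and 93.0% of each library's counts, and the 20727 records without a gene were left out. Genes with low counts were removed with edgeR's filterByExpr, which left 10505 genes. Groups were compared with edgeR's quasi-likelihood test after TMM normalization. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.5, the thresholds of the paper's methods. Normalized counts for single genes used DESeq2's size factors, which ranged from 0.871 to 1.21. Errors of normalized counts are SDs over the 3 mice of a group. The edgeR test reports no standard error. Those given with its log2 fold changes are the absolute log2 fold change divided by the square root of the test's F statistic. They differ from DESeq2's standard errors, with 0.306 against 0.546 for Gm36227 and 0.311 against 0.298 for Cgnl1. No pair of libraries was a duplicate, since the counts of each pair differed by at least 9.56 times the sampling variance per gene. Positions of genes are those of GENCODE vM21 on GRCm38, as the files name no genome build.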

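In PMs from diseased-BWF1 mice, 42 genes were higher and 86 genes were lower than in control mice. For each of these 128 genes, every mouse of one group lay above every mouse of the other. Among all tested genes, 2187 (20.8%) had such groups, against 10% by chance. An unadjusted p under 0.05 was found for 1385 genes. The DESeq2 package gave the largest number among the alternatives, with 128 genes higher and 242 lower, and these included all 128 genes called with edgeR. Testing each transcript record on its own gave the smallest, with 13 records higher and 0 lower, while 1280 records had an unadjusted p under 0.05. Among the higher genes, the smallest p belonged to Gm36227, a predicted gene that GENCODE does not hold, with 2.86 ± 1.53 normalized counts (SD, n = 3) in control mice and 254.9 ± 43.1 in diseased-BWF1 mice. Its log2 fold change was 6.38 (standard error 0.31, adjusted p = 0.000736, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cnbd2, on chromosome 2 from 156312299 to 156375638, rose from 89.3 ± 12.3 to 1086 ± 199 normalized counts, a log2 fold change of 3.601 (standard error 0.19). Of the 75-base sequences in its annotated transcripts, 9.17% also occur in other genes, and reads from them may have no unique origin. Cavin1, on chromosome 11 from 100956733 to 100970887, rose from 29.5 ± 6.25 to 604 ± 124, a log2 fold change of 4.36 (standard error 0.24). Cd52 and Tmem154 followed with log2 fold changes of 3.43 and 3.98. Among the lower genes, Ppfibp1, on chromosome 6 from 146888487 to 147032025, fell from 513 ± 22.4 to 129.8 ± 3.65 normalized counts, a log2 fold change of -1.99 (standard error 0.11). Cgnl1, on chromosome 9 from 71626509 to 71771602, fell from 1231 ± 324 to 86.4 ± 31.3, a log2 fold change of -3.84 (standard error 0.31). Mrvi1 fell by 3.62 on the log2 scale. The remaining lower genes with the smallest p were the pseudogenes Znf41-ps and Tmem181c-ps, with log2 fold changes of -2.47 and -3.59. They share 83% and 60.6% of their 75-base sequences with other genes, so part of their counts may have no unique origin. How such reads were counted is not known.

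**Figure D1:**
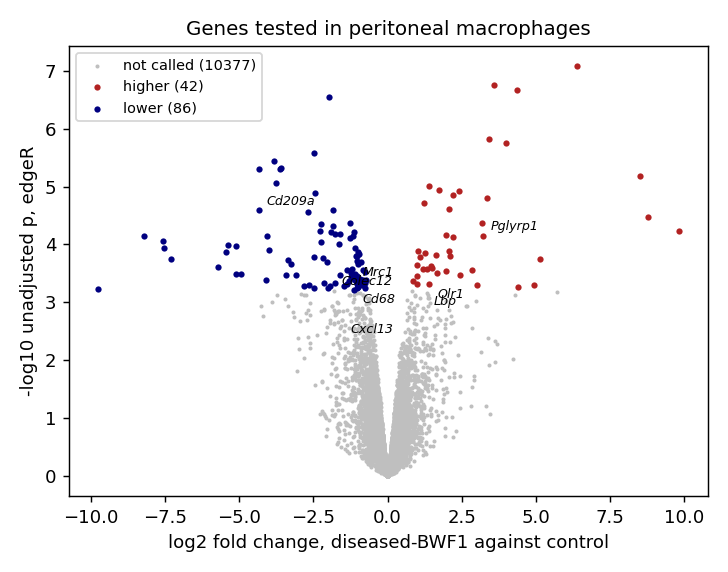
Log2 fold change of diseased-BWF1 against control mice (x axis) and -log10 of the unadjusted p from edgeR (y axis) for the 10505 genes tested, 3 mice per group. Red points are the 42 genes called higher, blue points are the 86 called lower, grey points are not called, and the labels mark receptor and chemokine genes that the paper names.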

The subsequent statistical analysis led us to identify 106 genes upregulated and 180 genes downregulated in PMs from diseased-BWF1 mice compared to age-matched control mice (Fig. 5, Supplementary tables 1 and 2).

**Fig. 5:**
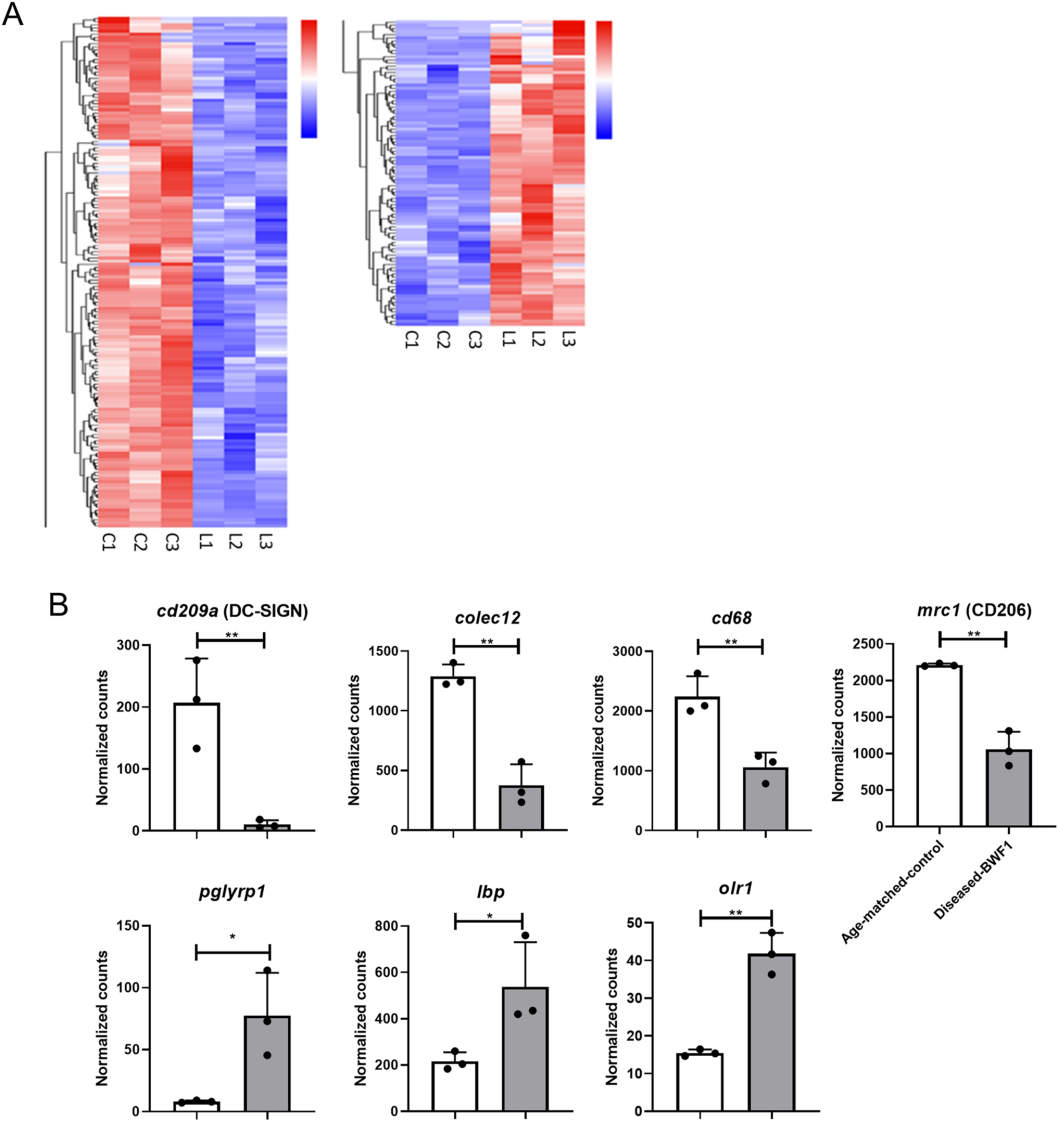
Peritoneal macrophages from diseased-BWF1 mice have a different transcriptional profile compared to age-matched control mice. RNAseq analysis of cell sorted PM (CD11b + F4/80 + CD19-) from diseased-BWF1 and age-matched control mice. **A** Heatmap shows genes downregulated (left) or upregulated (right) with 1.5-fold change and adjusted p value < 0.05 (list of genes in S1 and S2 table). Each column represents one mouse. **B** Normalized counts for selected molecules. White bars: age-matched control mice; gray bars: diseased-BWF1 mice. Each dot represents one mouse. Student's t-test was used with *p < 0.05; **p < 0.01. (Color figure online)

In our RNAseq analysis, we confirmed that CD206, an M2 marker, is downregulated in diseased mice compared to control mice, suggesting a bias from the M2 regulatory phenotype. However, commonly associated in vivo M1 markers such as CD86, CD38, G-protein coupled receptor 18 (*Gpr18*), formyl peptide receptor 2 (*Fpr2*), *STAT1*, and the M2-exclusive genes *Arg1*, early growth response protein 2 (*Egr2*), *STAT6*, and *c-Myc* [24] showed no difference between PMs from diseased or control mice.

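Mrc1, the gene for CD206, lies on chromosome 2 from 14229392 to 14332057 and overlaps the microRNA gene Mir511 on the same strand. Its normalized count was 2233 ± 22.9 (SD, n = 3) in control mice and 1060 ± 236 in diseased-BWF1 mice. The log2 fold change was -1.08 (standard error 0.18, adjusted p = 0.044, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every control mouse lay above every diseased-BWF1 mouse (exact two-sided permutation test, p = 0.1, the smallest p that 3 mice against 3 allow). With each mouse left out in turn, the log2 fold change stayed between -1.25 and -0.93, and the gene was called in 1 of the 6 fits. The call depended on the method, with adjusted p-values from 5.87e-06 with DESeq2 to 0.207 across all settings, while the direction did not.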

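Of the M1 markers, Cd86 had 212.6 ± 16.8 normalized counts (SD, n = 3) in control mice and 276 ± 81.3 in diseased-BWF1 mice, a log2 fold change of 0.37 (standard error 0.23). Cd38 had 1240 ± 448 and 1073 ± 562 normalized counts, a log2 fold change of -0.22 (standard error 0.42). Fpr2, which shares 20.9% of its 75-base sequences with Fpr3 and Gm5966, had 215 ± 49.3 and 195 ± 37.4, a log2 fold change of -0.14 (standard error 0.22). Of the M2 genes, Arg1 had 430 ± 271 and 1004 ± 516 normalized counts, a log2 fold change of 1.22 (standard error 0.56). Stat6 had 925 ± 59.1 and 916 ± 96.7, a log2 fold change of -0.02 (standard error 0.13). Myc had 182 ± 20.8 and 212 ± 109, a log2 fold change of 0.22 (standard error 0.37). When each mouse was left out in turn, the log2 fold changes of Cd38, Fpr2, Stat6 and Myc took both signs, with the widest range for Cd38, from -0.66 to 0.12. The smallest adjusted p of these genes was 0.415 for Arg1 and the largest was 0.975 for Stat6 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and exact two-sided permutation tests gave p from 0.2 to 0.9. Gpr18 and Egr2 were below the low-count filter. Gpr18 had between 0 and 3 counts in each mouse, so no difference was detectable at this depth. Egr2 had 2, 9 and 3 counts in the control mice and 12, 6 and 9 in the diseased-BWF1 mice, with 4.79 ± 3.98 and 8.83 ± 2.64 normalized counts. Without the filter its log2 fold change was 0.88 (standard error 0.66, adjusted p = 0.705, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For each of these genes the groups overlapped.

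**Figure D2:**
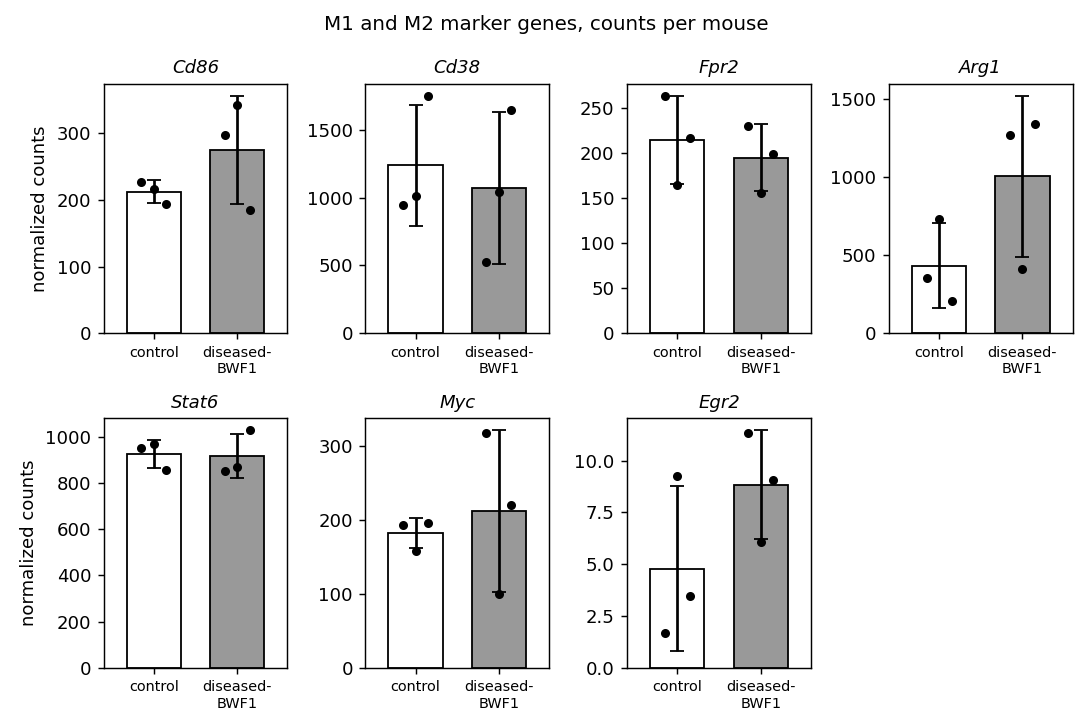
Normalized counts (y axis, from 0) of M1 and M2 genes in control (white bars) and diseased-BWF1 mice (grey bars). Bars are means, error bars are SDs and each dot is 1 of the 3 mice per group, and the groups overlap for each gene.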

On the other hand, macrophages can sense their environment through several receptors involved in recognizing pathogen-derived molecules, apoptotic cells, and soluble molecules capable of inducing specialized activation programs [22]. Our RNA-seq analysis showed differences in some of these receptors. 

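Cd209a, which the paper lists as lower together with Cd209b, was taken for CD209. It lies on chromosome 8 from 3743397 to 3748984. Its normalized count was 209.1 ± 73.2 (SD, n = 3) in control mice and 10.3 ± 7.00 in diseased-BWF1 mice, from 5 to 18 counts per diseased mouse. The log2 fold change was -4.34 (standard error 0.47, adjusted p = 0.0117, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was called in 4 of the 6 fits that each left out a mouse. Colec12, on chromosome 18 from 9707595 to 9882644 with 7 annotated genes overlapping it, had 1306 ± 104 and 376 ± 179 normalized counts. Its log2 fold change was -1.80 (standard error 0.32, adjusted p = 0.0516, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so it missed the threshold. It was called with DESeq2 (adjusted p = 1.94e-06, Benjamini-Hochberg). Cd68, on chromosome 11 from 69664213 to 69666153, had 2272 ± 367 and 1065 ± 242 normalized counts. Its log2 fold change was -1.10 (standard error 0.22, adjusted p = 0.0718, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and with DESeq2 the adjusted p was 0.000126. For all 3 genes, every control mouse lay above every diseased-BWF1 mouse (exact two-sided permutation test, p = 0.1).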

We found CD209 (DC-SIGN), Colec12, CD68, and *Mrc1* (CD206) among the downregulated genes. In contrast, we found upregulation of the genes for a Peptidoglycan recognition protein 1 (*Pglyrp1*), lipopolysaccharide-binding protein (*Lbp*), Oxidized low-density lipoprotein receptor 1 (*Olr1*) in PMs from diseased mice compared to control mice (Fig. 5B). These data suggest that PMs from BWF1 mice present an altered transcriptional profile, which may have an impact on how they sense their microenvironment.

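Pglyrp1 lies on chromosome 7 from 18871331 to 18890459 and shares 1.31% of its 75-base sequences with other genes. It had 8.11 ± 0.952 normalized counts (SD, n = 3) in control mice and 77.5 ± 34.8 in diseased-BWF1 mice. The log2 fold change was 3.23 (standard error 0.40, adjusted p = 0.0192, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was called in 2 of the 6 fits that each left out a mouse. Lbp, on chromosome 2 from 158306493 to 158332852, had 218 ± 39.6 and 538 ± 191.8 normalized counts. Its log2 fold change was 1.30 (standard error 0.26, adjusted p = 0.073, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), against an adjusted p of 0.000567 with DESeq2. Olr1, on chromosome 6 from 129485244 to 129507165, had 19.8 ± 7.00 and 54.0 ± 1.64 normalized counts, summed over 6 records. Its log2 fold change was 1.44 (standard error 0.28, adjusted p = 0.0651, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), against an adjusted p of 0.0128 with DESeq2. Every diseased-BWF1 mouse lay above every control mouse for these 3 genes (exact two-sided permutation test, p = 0.1).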

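Of the 17 genes that the paper's text names for RNA-seq, 3 had an adjusted p under 0.05 over all genes tested, and 8 had one over these genes alone. The second count shows no stability, because all 8 are genes that the paper reports as changed from these same libraries. Across all tested genes, the correlation of log2 counts between libraries was 0.928 to 0.961 within control mice, 0.944 to 0.951 within diseased-BWF1 mice and 0.899 to 0.939 between the groups. The first principal component held 37.4% of the variance and the second held 23%. From the lower expression of CD209, Colec12, CD68 and Mrc1 and the higher expression of Pglyrp1, Lbp and Olr1, the paper proposes that the transcriptional profile of PMs is altered in BWF1 mice and may affect how they sense their microenvironment.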

## Discussion

Macrophages are involved in many diseases, and they constitute an attractive therapeutic target since their plasticity allows the modification of their function to alter the disease outcome. However, it is necessary to determine and compare macrophage functions and phenotype in diseased and healthy individuals for these therapies to be effective. Several studies involved in the characterization of peritoneal macrophages (PMs) have been carried out with macrophages isolated after thioglycolate treatment, which are phenotypically and functionally different from resident macrophages [25, 26]. In this work, we focused on analyzing the phenotype and function of peritoneal cavity macrophages during homeostasis and the development of autoimmune disease in the BWF1 lupus-prone mice.

In this study, we found that the frequency of PMs decreases with age in both control and BWF1 mice, in agreement with previous findings [27]. However, the frequency and the absolute number of macrophages in 5-month-old and diseased-BWF1 mice are higher compared to age-matched-control mice. We speculate that specific signals in the peritoneal cavity of these mice might favor the proliferation and survival of peritoneal macrophages. Moreover, the higher frequency observed in peritoneal macrophages in 5-month-old BWF1 mice occurs before they present proteinuria and autoantibody production, suggesting that the alteration of macrophages precedes the onset of the disease. More experiments are needed to demonstrate the involvement of peritoneal macrophages in the development or onset of SLE.

On the other hand, in diseased-BWF1 mice, we observed a significantly higher frequency of the B1a subpopulation in the peritoneal cavity when compared with control mice. Peripheral blood B1a lymphocytes have been linked to autoimmune diseases such as autoimmune hemolytic anemia (AHA), Sjögren's syndrome, and autoimmune arthritis [28, 29]. Interestingly, Murakami's group reported that removing B1a lymphocytes from the peritoneal cavity in NZB and BWF1 mice reduced anti-DNA antibodies in serum and reduced pathological signs of SLE in the kidney [30].

Some reports indicate that B1a cells migrate towards BLC/CXCL13 mainly produced by peritoneal macrophages [19]. Thus, it is possible that the higher PM frequency in the diseased mice might explain the higher accumulation of B1a cells observed in these mice. However, our RNAseq analysis shows lower gene expression of CXCL13 in PM from BWF1 diseased mice compared to control mice (Supplementary Table 2). Thus, it would be interesting to analyze whether this correlates with the protein levels of CXCL13 chemokine and its receptor CXCR5 in PM and peritoneal B cell from diseased-BWF1 and control mice. In addition, it is possible that the accumulation of B1a lymphocytes allows the migration of B1a cells to other niches, such as the thymus, as shown in previous work from our group [31].

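Cxcl13 lies on chromosome 5 from 95956951 to 95961068. It had 10930 ± 4045 normalized counts (SD, n = 3) in control mice and 3940 ± 1391 in diseased-BWF1 mice. The log2 fold change was -1.48 (standard error 0.36, adjusted p = 0.127, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which did not pass the threshold. With DESeq2 the adjusted p was 0.00103 (Benjamini-Hochberg). Every control mouse lay above every diseased-BWF1 mouse (exact two-sided permutation test, p = 0.1). With each mouse left out in turn, the log2 fold change stayed between -1.72 and -1.16.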

When analyzing the phenotype of PMs by flow cytometry, we observed a significant decrease in SIRPα, MHC-II, and CD206 expression compared to age-matched control mice. The expression of SIRPα is relevant since it binds to the CD47 molecule preventing the phagocytosis of healthy self-cells and tissue damage [32]. On the other hand, it has been reported that the mannose receptor CD206 is decreased in peritoneal and renal macrophages from B6.MRL-Fas^*lpr*^ mice compared to control mice. Additionally, the same group has demonstrated that macrophages in SLE patients express lower levels of CD206 compared to healthy controls [18]. The increase in the production of pro-inflammatory cytokines and the reduction of SIRPα and CD206 that we observed in BWF1 macrophages suggests that during autoimmune disease, the phenotype of PMs switches towards a more pro-inflammatory phenotype. Along with MHC-II reduction, it is also possible to speculate that PMs from diseased mice may have an altered antigen-presenting function, as demonstrated in SLE patients [33].

Macrophages polarize into classic (M1) pro-inflammatory or alternative (M2) anti-inflammatory macrophages to acquire specialized functional phenotypes in response to a combination of stimuli. In vitro*,* M1 and M2 macrophages show plasticity, while in vivo, there is a spectrum of phenotypes with M1 and M2 at the extremes [34]. Even though we observed by flow cytometry and RNAseq that the M2 marker CD206 was downregulated in diseased-BWF1 mice, we found by RNAseq that other common markers associated with M1 or M2 phenotype in vivo were not differentially expressed. Our result suggests that a broad spectrum of macrophages subpopulations might exist; however, in lupus-prone mice, macrophages present a more pro-inflammatory phenotype.

In addition to CD206, in our RNAseq analysis we found other upregulated and downregulated genes related to pathogen and scavenger receptors. We detected that *CD209*, *Colec12*, and *CD68* were downregulated in macrophages from diseased-BWF1 mice. The C-type lectin CD209 is involved in recognizing viruses and other pathogens, while Colec12 and CD68 are scavenger receptors that recognize non-self (mostly bacterial products) and altered (oxidized, acetylated) self-targets [35, 36]. On the other hand, *Pglyrp1*, *Lbp*, and *Olr1* are upregulated in diseased mice. In serum samples from SLE patients, it has been reported overexpression of *Pglyrp1*[37], a member of the family of bacterial peptidoglycan sensor molecules, and also it was associated with other autoimmune diseases like rheumatoid arthritis [38] Besides, SLE severity is associated with *Olr1* [4, 39]. The dysregulation of these sensor molecules may affect peritoneal homeostasis during disease and might contribute to susceptibility to infection in SLE.

Deficient phagocytosis by macrophages with the consequent accumulation of apoptotic cells and cellular debris has been suggested to contribute to the development of chronic inflammation and autoimmune disorders, including SLE [40, 41]. However, in our in vivo experiment, we observed no differences in the uptake of apoptotic cells between peritoneal macrophages from diseased BWF1 and age-matched control mice. In this line, a report has shown no differences in the phagocytic capacity of macrophages derived from blood monocytes in SLE patients, but rather a defect in serum soluble elements that might affect phagocytosis [42]. Also, it is important to consider that most studies showing altered phagocytosis by macrophages from lupus-prone mice and SLE patients are carried out in vitro*,* with bone-marrow derived macrophages or macrophages generated from circulating monocytes in the case of patients [41]. Thus, these conflicting results may be explained considering the differences in their experimental approach and models used.

Macrophages are the cytokine-producing cells by excellence. Therefore, we compared the ability of PMs from control and diseased mice to produce cytokines in response to different stimuli including TLR7 and TLR9 agonists that have been related to SLE [43–45]. We observed that TLR7 or TLR9 agonists induce higher amounts of MCP-1 and IL-6 on PMs from lupus-prone mice than control mice, confirming that PMs from diseased mice present a more pro-inflammatory phenotype. We also observed that only the TLR7 agonist induces the production of higher amounts of IL-10 in BWF1 mice. In line with our results, it has been reported that IL-6 and IL-10 are elevated in the blood of patients with SLE [46], while IL-6 has been associated with autoantibody production and disease development [47]. On the other hand, MCP-1, a chemoattractant of monocytes/macrophages, is used as a biomarker for lupus nephritis [48]. Given the role of these cytokines in the development of SLE, it is possible to postulate that deregulation in the production of these cytokines by peritoneal macrophages would contribute to the pathogenesis of the disease.

When analyzing the role of macrophages on B cell proliferation, we observed that PMs can suppress B cell proliferation, but PMs from diseased mice were less efficient than PM from control mice, again suggesting an altered function of PMs from BWF1 diseased mice. Riggs and collaborators [49] have shown that peritoneal macrophages suppress LPS-induced B cell proliferation through the production of prostaglandins and IL-10. Interestingly, as in our results, they also showed that macrophages did not reduce B cell proliferation when B cells were activated by CD40 ligation, suggesting that macrophage inhibition of B cell proliferation depends on the signaling pathways triggered on B cells. Moreover**,** the lower regulatory activity of peritoneal macrophages over B cell proliferation, together with higher levels of pro-inflammatory cytokines, may also explain, in part, the higher proportion of B1a cells in total B cells, observed in the peritoneal cavity in diseased mice.

Therefore, we speculate that the increase of macrophages with an altered phenotype and the accumulation of B1a cells in the peritoneal cavity of diseased BWF1 mice may increase anti-DNA antibodies in SLE, promoting the progression of the disease.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

Supplementary file2

Supplementary file3 (TIF 495 kb) Peritoneal macrophages from diseased-BWF1 and age-matched control mice have the same engulfment capacity. Fluorescent-labeled apoptotic thymocytes (CellTrace Violet+) were adoptively transferred into diseased and control mice. After 45 minutes, the percentage of apoptotic cells that were uptaken by PMs was analyzed by FACS. (A) Representative plots depicting the percentage of thymocytes that have been internalized by macrophages, free thymocytes and thymocytes that bind to macrophages. Bar graph shows the frequency of apoptotic thymocytes that had been internalized. (B) Representative plot depicting the percentage of peritoneal macrophages that have internalized (CTV+) and not internalized apoptotic cells (CTV-). Bar graphs shows the frequency of PMs containing apoptotic thymocytes (cell trace violet+ in F4/80+ gate). Each bar represents the mean of 3 or 4 independent experiments

Supplementary file4 (TIF 285 kb) Peritoneal macrophages suppress B cell differentiation and proliferation induced by LPS in transwell chambers. Peritoneal B cells from control mice were activated with different stimuli in the presence or absence of PMs from diseased-BWF1 or age-matched control mice. After 4 days, the differentiation of B cells into pre-plasmatic cells (A) and their proliferation (B) was evaluated. Each bar represents the mean of 2 independent experiments (n=2)

# Supplementary material for: Phenotypic and functional alterations of peritoneal macrophages in lupus-prone mice
**Source:** Mol Biol Rep. 2022 Feb 24;49(6):4193–204. doi: 10.1007/s11033-022-07252-0
**Supplement:** Supplementary file 1 — Supplementary file1

**S1 Table 1. List of 106 upregulated genes in PM from diseased-BWF1 mice compared to control.** The genes in the list were selected with at least 1.5-fold change and p-value < 0.05.

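Of the 106 genes in the paper's list, 105 matched a gene of the annotation and 100 were tested. Of these, 98 were higher in diseased-BWF1 mice and 2 were lower. Calls with edgeR included 28 of them, and calls with DESeq2 on the same sums included 62. The groups did not overlap for 82 of the tested genes, where chance gives 10%, but the list was drawn from these libraries. The median log2 fold change of the 100 tested genes was 1.01, and the paper's median for all 106 listed genes is 1.57. These medians cover different genes. The untested genes have paper values from 2.69 (Ptprv) to 7.06 (Fosb), all above the paper's median. They do not account for the gap alone. Of the 43 genes in this list with a paper log2 fold change of at least 2, 11 fell under 1.5-fold when all records were summed and tested with DESeq2. S1pr5, on chromosome 9 from 21242912 to 21248443, had 187 ± 20.3 normalized counts (SD, n = 3) in control mice and 492 ± 33.8 in diseased-BWF1 mice. Its log2 fold change was 1.39 (standard error 0.13, adjusted p = 0.00735, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).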

| **MGI** | **log2FC** | **adj. P.Val** | **MGI** | **log2FC** | **adj. P.Val** | **MGI** | **log2FC** | **adj. P.Val** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Cnbd2 | 4,120 | 1,E-74 | Orm1 | 5,982 | 2,E-03 | Appl2 | 0,874 | 2,E-02 |
| Cavin1 | 4,382 | 8,E-48 | Ahcy | 5,081 | 2,E-03 | Ikbke | 0,790 | 2,E-02 |
| Tmem154 | 3,998 | 1,E-23 | Ier2 | 0,747 | 2,E-03 | Phc3 | 0,675 | 2,E-02 |
| S1pr5 | 1,405 | 7,E-16 | F7 | 0,707 | 2,E-03 | Pogz | 5,871 | 3,E-02 |
| Cd52 | 3,460 | 8,E-16 | Coro1a | 2,409 | 2,E-03 | Ckap5 | 7,869 | 3,E-02 |
| Slc1a5 | 1,846 | 9,E-12 | Fmnl1 | 1,209 | 3,E-03 | Orm2 | 4,024 | 3,E-02 |
| Sell | 2,065 | 2,E-11 | Dyrk1a | 6,289 | 3,E-03 | Clec4e | 0,550 | 3,E-02 |
| Hp | 1,995 | 6,E-10 | Lbp | 1,316 | 3,E-03 | Prcp | 0,505 | 3,E-02 |
| Col22a1 | 8,954 | 4,E-09 | H13 | 1,015 | 3,E-03 | Chsy1 | 1,859 | 3,E-02 |
| Slc4a5 | 8,232 | 1,E-07 | Siglece | 1,684 | 4,E-03 | Arl14ep | 1,212 | 3,E-02 |
| Gpr132 | 8,141 | 2,E-07 | Gigyf2 | 1,138 | 4,E-03 | Rassf5 | 0,600 | 3,E-02 |
| Mmp14 | 3,221 | 6,E-07 | Rsad1 | 6,433 | 5,E-03 | Fblim1 | 1,270 | 3,E-02 |
| Tstd2 | 8,227 | 1,E-06 | Fosb | 7,058 | 5,E-03 | Arid3a | 0,931 | 3,E-02 |
| Pglyrp1 | 3,261 | 3,E-06 | Sla | 1,125 | 5,E-03 | Sh3pxd2a | 7,114 | 3,E-02 |
| Tmem176b | 1,206 | 4,E-06 | Rnf150 | 3,066 | 6,E-03 | Ntn4 | 1,996 | 4,E-02 |
| Junb | 0,854 | 8,E-06 | Tgm2 | 1,207 | 6,E-03 | Itgb5 | 3,626 | 4,E-02 |
| Leng8 | 0,625 | 3,E-05 | C3 | 1,222 | 7,E-03 | Rps6 | 1,032 | 4,E-02 |
| Sbno2 | 1,016 | 3,E-05 | Zfp420 | 6,195 | 7,E-03 | Enpp4 | 1,195 | 4,E-02 |
| Ids | 2,384 | 3,E-05 | Efnb2 | 0,882 | 8,E-03 | Rflnb | 3,197 | 4,E-02 |
| Sh3bgrl3 | 0,678 | 4,E-05 | Bace1 | 6,039 | 8,E-03 | Zfp595 | 2,089 | 4,E-02 |
| Rpl30 | 1,345 | 5,E-05 | Acvr1 | 1,011 | 8,E-03 | Casp8ap2 | 0,664 | 4,E-02 |
| Itga5 | 1,507 | 7,E-05 | Rps6ka1 | 0,740 | 8,E-03 | Ptprv | 2,687 | 4,E-02 |
| Rps6kb1 | 2,486 | 9,E-05 | Ptprs | 1,920 | 8,E-03 | P2rx1 | 1,471 | 4,E-02 |
| Ptges | 1,014 | 9,E-05 | Fos | 2,104 | 9,E-03 | Myo18a | 1,237 | 4,E-02 |
| Wipf1 | 0,676 | 1,E-04 | Rfx1 | 1,456 | 1,E-02 | Ccdc88b | 0,929 | 4,E-02 |
| Cd9 | 1,421 | 1,E-04 | Marveld1 | 0,785 | 1,E-02 | Smad5 | 0,731 | 4,E-02 |
| Chil1 | 8,676 | 2,E-04 | Nhlrc2 | 2,123 | 1,E-02 | Prr14l | 4,590 | 4,E-02 |
| Thbs1 | 2,877 | 2,E-04 | Htra3 | 0,714 | 1,E-02 | Tmem176a | 0,963 | 5,E-02 |
| Plxnd1 | 1,099 | 2,E-04 | Cdc14a | 1,147 | 1,E-02 | Clec5a | 2,300 | 5,E-02 |
| Hnrnpa2b1 | 0,871 | 3,E-04 | Bicra | 2,990 | 1,E-02 | Dlg3 | 1,867 | 5,E-02 |
| S100a6 | 1,688 | 3,E-04 | Arhgap26 | 7,507 | 2,E-02 | Lyl1 | 0,826 | 5,E-02 |
| Rnf217 | 2,253 | 6,E-04 | Rpl6 | 0,707 | 2,E-02 | Prok2 | 3,444 | 5,E-02 |
| Rasgrp2 | 6,164 | 7,E-04 | Ace | 1,956 | 2,E-02 | Gmip | 0,733 | 5,E-02 |
| Tspan32 | 1,562 | 8,E-04 | Nckap1 | 5,978 | 2,E-02 | Gtf3c4 | 0,596 | 5,E-02 |
| Mknk2 | 1,337 | 9,E-04 | Olr1 | 1,427 | 2,E-02 |  |  |  |
| Slc16a3 | 1,583 | 1,E-03 | Serpine1 | 3,730 | 2,E-02 |  |  |  |

# Supplementary material for: Phenotypic and functional alterations of peritoneal macrophages in lupus-prone mice
**Source:** Mol Biol Rep. 2022 Feb 24;49(6):4193–204. doi: 10.1007/s11033-022-07252-0
**Supplement:** Supplementary file 2 — Supplementary file2

**S2 Table 2. 

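For the genes the paper lists as lower in PMs from diseased-BWF1 mice, 179 of 180 matched a gene and 178 were tested. Their direction was the same for 171 and the opposite for 7. Calls with edgeR included 60 and calls with DESeq2 included 139 of the tested genes. The groups did not overlap for 167 of the tested genes. The median log2 fold change of the tested genes was -0.97, where the median of the paper's values for all its listed genes is -1.07. Zfp991 had 161 ± 13.1 normalized counts (SD, n = 3) in control mice and 11.9 ± 7.24 in diseased-BWF1 mice, a log2 fold change of -3.75 (standard error 0.35). It shares 75.9% of its 75-base sequences with other genes, Znf41-ps and Zfp992 among them. Apoc2 had 136 ± 40.9 and 6.60 ± 3.12 normalized counts, a log2 fold change of -4.34 (standard error 0.37), and 77.5% of its sequences also belong to the overlapping gene Gm44805. Dpp7, on chromosome 2 from 25352276 to 25356359, had 572 ± 114 and 186 ± 34.5 normalized counts, a log2 fold change of -1.62 (standard error 0.20).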

List of 180 Downregulated genes in PM from diseased-BWF1 mice compared to control.** The genes in the list were selected with at least 1.5-fold change and p-value < 0.05.

How the deposited data were processed for this re-analysis (not part of the article)

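RNA-seq of cell-sorted PMs was available for 3 control mice and 3 diseased-BWF1 mice. The authors sequenced paired-end reads of stranded libraries and deposited raw counts per RefSeq transcript record, without normalization, in a separate file for each mouse. The paper states that the DESeq2 package was then used to normalize the data. The paper's text and the sample labels do not name the aligner, the genome build or annotation release used for counting, or how reads shared by transcripts of a gene were assigned.

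Records were matched to genes of a RefSeq gene table. A total of 45754 records matched with the same version and 40712 by accession with another version. The counts of all matched records were summed per gene, and 15366 genes had more than 1 record. The 20727 unmatched records, which include the 45S ribosomal RNA record with 1.25% to 4.79% of a library's counts, were left out of the gene-level test. Records classed as curated mRNA (NM) numbered 29929 and held 73.8% to 76.8% of the counts, and predicted records (XM) numbered 46288. Total counts per mouse ranged from 3629901 to 5003360, and counts on genes from 3376669 to 4604336. The 10 genes with the most counts held 16.8% to 19.8% of each library's counts on genes.

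The work used R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1. The main comparison was diseased-BWF1 against control mice, with filterByExpr, TMM normalization, estimateDisp, glmQLFit and glmQLFTest at their default settings and Benjamini-Hochberg adjustment over the 10505 genes tested. The common dispersion was 0.0543. A gene was called at an adjusted p under 0.05 and a fold change of at least 1.5. Single genes were also given normalized counts from DESeq2's size factors, with an exact two-sided permutation test, which for 3 mice against 3 cannot give a p below 0.1. No covariate was used. Genes below the filter were taken from the same model without the filter.

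The genes named in the text were fixed by a rule written before the data were examined, as were the thresholds, the gene sets and the alternatives other than those said to be chosen later. The rule took every gene the paper names for RNA-seq, the 5 genes with the smallest p in each direction among called genes whose groups do not overlap, the first 5 genes of each list of the paper, the genes of the paper's other experiments, members of the gene sets and 5 sex-linked genes. Some genes that the rule covers are not reported here. Gene sets were compared with limma's camera, with an inter-gene correlation of 0.01, on log2 CPM with a prior count of 2, and the mean log2 fold change of a set is taken on that scale, while the numbers of its genes higher or lower use edgeR's fold changes. Of 18 sets written, 14 had at least 3 tested genes. Neighbouring genes called in the same direction were compared with 10000 random placements.

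The alternatives were DESeq2 in place of edgeR, other normalizations, no low-count filter, at least 10 counts in every library, the replicate number as a block, age as a covariate, robust dispersion, limma-voom, each mouse left out in turn, and each transcript record tested on its own. The single-record value given for a gene is that of its record with the most counts over all mice. For the calls, no fold-change threshold and a test against a fold change of 1.5 were also tried. Same-numbered mice of the groups are different animals, and the numbers come only from the sample labels. Alternatives chosen after seeing the data were curated mRNA records alone with edgeR or DESeq2, unmatched records kept as features, ribosomal RNA genes left out, and DESeq2 with the replicate block.

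The code was tested on simulated data with the filter and group sizes of the real libraries, in which 200 of 10505 genes were changed. Each simulated gene had the dispersion of the trend at its expression level, without the differences between genes that real counts can have. The rates below therefore test the code and do not give the error rates in the real libraries. edgeR called 137 genes, recovered 65% of the changed genes and had 5.11% false calls, and it called 0 genes when none was changed. DESeq2 recovered 64% with 7.25% false calls. The labels were checked with sex-linked genes. Xist had 1909 to 4557 normalized counts per mouse, and Ddx3y, Eif2s3y, Kdm5d and Uty had at most 2 counts in any mouse, as in female mice. No deposited file was left out. Flow cytometry, cytokine and co-culture experiments have no data among the deposited files and were not analysed here.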

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

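The comparison with the other splits of the mice, the tests of GC content and length for gene sets, the test of curated records and the tests of cell handling, of monocyte RNA and of moved counts were chosen only after these results were seen. The 6 mice can be split into 3 and 3 in 10 ways, the real split included, so the share of splits with a result as large is never under 0.1. In 4 of the 10, the real one among them, all 3 same-numbered pairs of mice are parted, and the other 6 part only 1 pair. A count of 1 of 10 below therefore also means that none of the 3 other splits that part all pairs gave a result as large. Such a count cannot rule out that the mice differ in something other than their group, and strain and disease are inseparable in each result below.

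The calls included 40 genes outside the paper's lists, 14 higher and 26 lower in diseased-BWF1 mice, a signal in genes that the paper does not discuss. DESeq2 on the same sums also called all 40. With curated mRNA records alone and DESeq2, 1 of the 40 was called, and 12 of the 40 have no curated mRNA record. The one called is Tlr8, named after its values were seen, with a log2 fold change of -0.87 (adjusted p = 0.045, edgeR's quasi-likelihood test, Benjamini-Hochberg). In the other 9 splits edgeR called 0 genes outside the lists, against 1 of 10 splits with as many as 40, and the unadjusted p was under 0.05 for 197 to 528 genes. With curated records and DESeq2, 17 of the 40 had no adjusted p, and 254 of the 259 calls are in the paper's lists, so a gene chosen for being outside them had little room to be called there, and the 1 of 40 cannot tell whether the choice of records explains these genes. The direction and size of the changes in these genes have no test that separates strain from disease.

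Among 2949 tested records that match no gene, 23 were called, 22 higher and 1 lower in diseased-BWF1 mice, a signal in data that the paper does not report. The largest changes named here were chosen after their values were seen. Record XM_017319389.1 rose from 22.9 ± 3.64 to 1033 ± 102 normalized counts (log2 fold change 5.49, standard error 0.17, adjusted p = 0.000506, edgeR's quasi-likelihood test, Benjamini-Hochberg). Record XM_017315686.1 rose from 12.3 ± 5.30 to 4223 ± 458 (log2 fold change 8.40). The lower record, XM_006518702.3, fell from 2115 ± 122 to 916 ± 61.9 (log2 fold change -1.21). No other split gave a called record, so 1 of 10 gave as many. Counts could have moved between features when reads were assigned. The record that rose most gained 4211 normalized counts, and 8 of 243 features called lower (the genes called with DESeq2 and the lower record) lost at least as many, the largest 10150. A move of counts from such a feature cannot be told apart from a change in the transcript. No gene is known for these records here, and a strain variant at the locus was not tested.

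Of 84 tested lysosome genes, 72 were lower in diseased-BWF1 mice, with a mean log2 fold change of -0.432, a set of genes that the paper does not discuss. The set had an adjusted p of 2.55e-16 (limma's camera, Benjamini-Hochberg over 14 sets), and the set mean was lower in every diseased mouse than in every control mouse (exact two-sided permutation test, p = 0.1). It was -0.273 for the 63 genes outside the paper's lists, with an adjusted p of 2.28e-07, so the listed genes do not account for it alone. With a GC and length trend removed from each library the adjusted p was 4.51e-16, and with each mouse left out it was 1.22e-15 to 4.19e-12. With the inter-gene correlation estimated from the data the adjusted p was 0.238, and it ranged from 1.78e-18 to 0.238 over the alternatives. Correlation between the genes of the set therefore remains an explanation for the small p. The difference was as large in 1 of 10 splits, and the largest of the others was 0.249. Glb1, a member called lower with 1140 ± 162 and 209.3 ± 56.4 normalized counts, lies beside another called gene. Atp6v0a1 and Naglu, also members called lower, lie beside each other. Strain remains an alternative for Glb1, Atp6v0a1 and Naglu. A lower level of lysosome transcripts in PMs of diseased-BWF1 mice is a hypothesis that these data cannot tell apart from correlated variation between mice.

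Of 23 tested immediate early genes, 21 were higher in diseased-BWF1 mice, with a mean log2 fold change of 0.669 (adjusted p = 6.8e-06, limma's camera, Benjamini-Hochberg). With edgeR, 0 of them was called alone. DESeq2 on the same sums called Junb, Ier2 and Fos (adjusted p = 6.39e-05, 0.0062 and 0.000715, Benjamini-Hochberg). These are the 3 tested genes of the set in the paper's lists. Fosb, in the paper's list of higher genes, was not among the tested genes. DESeq2 on the same sums called it (log2 fold change 7.04, adjusted p = 0.000375, Benjamini-Hochberg). The 20 genes outside the lists had a mean of 0.6 (adjusted p = 0.000282, limma's camera, Benjamini-Hochberg). Every diseased mouse had a higher set mean than every control mouse (exact two-sided permutation test, p = 0.1). The set means, relative to the mean of all mice, were -0.41, -0.30 and -0.30 in control mice and 0.78, 0.28 and -0.06 in diseased-BWF1 mice. The SD among diseased mice was 6.6 times that among control mice. Fos rose from 153 ± 28.8 to 649 ± 444 normalized counts. These genes can rise within the time of a cell sort, so handling of the cells before lysis could give such a spread, and the value of 6.6 cannot separate it from disease, as no handling time is given. After removal of the GC and length trend the adjusted p was 2.91e-05. With estimated inter-gene correlation it was 0.256, the highest of the alternatives, whose lowest was 1.25e-08. A difference as large was found in 1 of 10 splits, and the next was 0.508.

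Of 12 tested genes of non-classical monocytes, 11 were higher in diseased-BWF1 mice and 3 were called, with a mean log2 fold change of 0.801 (adjusted p = 4.17e-05, limma's camera, Benjamini-Hochberg). Among the called genes, Pglyrp1 was higher and Apoc2 was lower, and the 8 genes outside the paper's lists had a mean of 0.872. Every diseased mouse had a higher set mean than every control mouse (exact two-sided permutation test, p = 0.1). The adjusted p was 3.64e-05 after removal of the GC and length trend, and between 1.19e-05 and 0.000556 with each mouse left out. With estimated inter-gene correlation it was 0.139, and over the alternatives it ranged from 6.88e-06 to 0.139. The difference was as large in 1 of 10 splits, and the next was -0.387. RNA from non-classical monocytes among the sorted cells could give 11 of 12 genes higher, and so could a change in PMs, so the sources cannot be told apart from bulk RNA.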

How the results depend on the processing

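The alternatives with curated mRNA records alone, unmatched records kept, ribosomal RNA genes left out, and DESeq2 with the replicate block were chosen after seeing the data. The cause of each change below was not tested.

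The 128 calls stayed within 1.5 times that number with median-of-ratios size factors (125), upper-quartile normalization (124), library size only (107), age as a covariate (87), robust dispersion (121), limma-voom (91), ribosomal RNA genes left out and no fold-change threshold (128 each). They did not in the rest. DESeq2 called 370 genes, 128 higher and 242 lower, and no low-count filter gave 259, 89 higher and 170 lower. At least 10 counts in every library gave 84, 27 higher and 57 lower. With age as a covariate the lower genes were 53. A test against a fold change of 1.5 gave 46, 20 higher and 26 lower. Single transcript records gave 13, 13 higher and 0 lower, with 1280 at an unadjusted p under 0.05. Curated mRNA records gave 16 with edgeR, 9 higher and 7 lower, and 259 with DESeq2, 96 higher and 163 lower. Keeping unmatched records gave 64 features, 23 of them lower, of which 41 were genes (19 higher and 22 lower) and 23 were records without a gene. Across the 6 fits that each left out a mouse, 21 to 51 genes were called, 11 to 22 higher and 10 to 29 lower.

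Same-numbered mice share no origin in the labels. Over same-numbered pairs the mean correlation of each gene's deviation from its group was 0.093, and it was -0.046 over differently numbered pairs. Deviations from a group mean cancel within the group, so the second value largely follows from the first and is no separate baseline. With the replicate number as a block, edgeR called 38 genes, 18 higher and 20 lower, of which 36 were among the 128, and DESeq2 called 242, 81 higher and 161 lower. The block uses up degrees of freedom in a design of 6 mice, and the lower count does not show a smaller effect.

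The main calls included 88 genes of the paper's lists. The count was 206 with DESeq2, 155 without the low-count filter, 29 with the replicate block, 149 with DESeq2 and the block, 3 for single records, 15 and 254 for curated mRNA records with edgeR and DESeq2, 33 with unmatched records kept, and 16 to 34 with a mouse left out.

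The reported M1 and M2 genes stayed above the threshold for adjusted p under every alternative that tested them. Library size only moved the median of all genes by 0.0446, and Stat6, at -0.018, was 0.027 there, so its change of sign follows that common shift. Stat6 ran from -0.10 to 0.027 with a mouse left out. With a mouse left out, Cd38 ran from -0.66 to 0.12, Fpr2 from -0.30 to 0.024 and Myc from -0.20 to 0.56. Sirpa was 0.44 with single records, 0.042 and 0.051 with curated mRNA records under edgeR and DESeq2, and -0.16 to 0.081 with a mouse left out. H2-Aa was -0.009 without the low-count filter and ran from -1.32 to 1.83 with a mouse left out, H2-Ab1 from -0.83 to 2.08, H2-Eb1 from -1.02 to 2.17 and Cd74 from -1.78 to 1.74. The MHC class II set ran from -0.33 to 0.95.

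Over the reported genes and their alternatives, 756 comparisons were unchanged, 33 became stronger, 39 weaker and 26 reversed. Over the gene sets compared in this way they were 63, 2, 7 and 3. These sets were lysosome, immediate early, non-classical monocyte, MHC class II, cytosolic ribosomal protein, B cell, and small peritoneal macrophage and monocyte-derived. The other tested sets, complement and cytokine and Toll-like receptor among them, are not in these counts. Of the normalized counts, 13 stayed within the spread between mice under TMM, and Mrc1 in control mice moved. Of 14 gene sets, 7 had an adjusted p under 0.05, 4 without the listed genes, and 5 to 8 with a mouse left out. With estimated inter-gene correlation there were 0, and 2 had an unadjusted p under 0.05. Neighbouring calls exceeded random placements with DESeq2 (17 pairs, permutation p = 1e-04, the smallest the placements can give) and within 3 positions (10 pairs, permutation p = 6e-04), as with edgeR.

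At totals of 3629901 to 5003360 counts, genes such as Gpr18, Ccl2, Il10, Tlr9 and Cxcr5 lay near the floor of 3 counts in most mice, and no difference in them was detectable. The pseudocount alternative does not apply, since the files hold counts.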

Differences from the paper's values

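Where an alternative was chosen after seeing the data, the sentence says so. The values below compare sums over all records of a gene, tested with edgeR, with the values of the paper.

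The paper reports 106 genes higher in diseased-BWF1 mice, and the value here is 42. It reports 180 lower, and the value here is 86. Among the 19 alternatives set before the data were examined, DESeq2 (128 higher and 242 lower) and no low-count filter (89 and 170) came within 1.5 times the paper's numbers, and the others did not. DESeq2 on curated mRNA records, chosen after seeing the values, gave 96 higher and 163 lower, and 101 and 182 without the fold-change threshold.

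For Cnbd2 the paper's log2 fold change is 4.12 and the value here is 3.601. Single transcript records, an alternative set before the data were examined, gave 4.10, and the others stayed apart from the paper's value. The following genes were chosen for comparison after their values were seen. For Ckap5 the paper's value is 7.87 and the value here is 3.46, and only leaving out control mouse 3 (9.42) came within the error of the paper's value. For Appl2 the paper's 0.87 compares with -0.26 here and for Pus1 the paper's -1.44 compares with 0.036, and testing single records gave 0.86 and -0.93, each within that setting's standard error of the paper's value. None of the alternatives set before the data were examined closed the gap for the genes below. With single records, only the record with the most counts of each gene was compared, so its other records are not covered. The paper's log2 fold change is -8.14 for Tnks1bp1 against -0.15 here, and 7.51 for Arhgap26 against -0.28. It is -2.59 for Rreb1 against 0.22, -1.24 for Acin1 against 0.066, and -7.16 for Bloc1s3 against 0.16. It is -6.69 for AW554918 against 0.10, -6.12 for Ehbp1 against 0.10, and -8.19 for Ppm1f against 0.068.

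DESeq2 on curated mRNA records, chosen after seeing the values, gave each of these genes the paper's value to within 0.05 on the log2 scale, among them 4.12 for Cnbd2, 7.87 for Ckap5 and 7.49 for Arhgap26. Of the 286 listed genes, 284 lay within 0.05 of the paper's value in that setting, and 176 did with DESeq2 on all records. The paper states a fold change of at least 1.5, a log2 of 0.585, and 15 listed genes have smaller values in its lists, the smallest 0.475.

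The paper names Colec12, Cd68 and Cxcl13 as lower and Lbp and Olr1 as higher, and none of them was called with edgeR. Colec12 (log2 fold change -1.80) was called with DESeq2, without the low-count filter, with at least 10 counts in every library, with limma-voom and without diseased-BWF1 mouse 2. Cd68 (-1.10) was called with DESeq2, without the filter and with age as a covariate. Cxcl13 (-1.48), Lbp (1.30) and Olr1 (1.44) were called with DESeq2 and without the filter. All 5 were also called with DESeq2 on curated mRNA records, and all but Olr1 with DESeq2 and the replicate block, settings chosen after seeing the values. Tlr7, in the paper's list of lower genes, had a log2 fold change of -0.88 and was called only with these last settings.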

Other observations

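Tests of the neighbouring calls against splits and for shared 75-base sequences, of the transcript records and of the MHC class II genes were chosen only after the result was seen.

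The number of calls was tested against technical explanations. Of the 10 splits of the 6 mice, 1 gave as many edgeR calls as the real split, and the other 9 gave 0 calls, with 197 to 528 genes at an unadjusted p under 0.05 against 1385. For DESeq2 it was also 1, with 1 to 37 genes in the others against 370. For gene sets it was 1, with 2 to 6 sets against 7. Among the 4 splits that part all 3 same-numbered pairs, the 3 other than the real one gave 1 to 5 DESeq2 genes and 2 to 6 sets. With 10 splits these counts cannot show a share under 0.05. With every library thinned to the smallest total, edgeR called 119 genes, 114 of them among the 128. With a GC and length trend removed, it called 132 of 10311 genes, against 122 without the correction, and 115 were called in both. Without the 10 genes with the most counts it called 128. Differences in library size, GC content and length, or a few abundant genes therefore leave most calls in place. The groups did not overlap for 20.8% of genes in the real split and for 6.79% to 10.8% in the others.

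Adjacent tested genes called in the same direction formed 7 pairs, against 0.86 expected from random placements (one-sided permutation p = 1e-04, the smallest that 10000 placements can give). They were Atp6v0a1 with Naglu, Dynlt1c with Tmem181c-ps, Dpp7 with Uap1l1, Clec4g with Cd209a, Cd209a with Cd209b, Gm40514 with Gm36227, and Crtap with Glb1, and these names were chosen after the values were seen. Cd209b had 1097 ± 210 and 173 ± 113 normalized counts. Without pairs whose symbols begin with the same letters (up to the first 3, and only those before any digit), 5 pairs against 0.83 were found (one-sided permutation p = 0.0016), which cannot tell whether reads shared between paralogs matter, because letters do not measure shared sequence. Of the 6 pairs with both genes in GENCODE, 0 had a 75-base sequence of annotated transcripts in common between the 2 genes, so reads shared between the 2 genes of a pair do not account for these. Gm40514 and Gm36227 are not in GENCODE and were not measured. Dynlt1c and Tmem181c-ps share 84.8% and 60.6% of their 75-base sequences with other genes. Among equally many top genes of each split, 2 of the 10 splits gave at least 7 pairs, and the largest was 12, in a split that parts 1 same-numbered pair. The 3 other splits that part all pairs gave 1 to 3. A strain difference at the locus may underlie the 7 pairs, since the groups differ in a parent. The design cannot tell it apart from disease or from variation between mice, and reads shared with paralogs are not ruled out for the pairs of Dynlt1c and of Gm40514.

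Of the genes with several records, 59 had a record at least 2-fold higher and another at least 2-fold lower in diseased-BWF1 mice. A record counted only if it had at least 50 counts in all and the groups did not overlap. In the other 9 splits there were 41 to 62, on average 53.4, and 3 of 10 splits gave at least 59. Reads shared by records of a gene and assigned to one of them at random is a candidate explanation that the mean of 53.4 does not exclude. In Tnks1bp1, chosen after its values were seen, the curated record had 75, 90 and 0 counts in control mice and 0 in each diseased mouse. A predicted record had 1, 2 and 37 in control mice and 55, 59 and 63 in diseased mice. The groups share the value 0 in the curated record, so that record does not meet the rule for the 59 genes. Of the 85 listed genes with a log2 fold change of at least 2 in the paper, 18 fell under 1.5-fold when all records were summed and tested with DESeq2. Of the 34 with at least 5, 12 did.

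The MHC class II set had a mean log2 fold change of 0.253 (adjusted p = 0.721, limma's camera, Benjamini-Hochberg). With the replicate block the adjusted p was 0.0752, and with a mouse left out it ranged from 0.0225 to 0.864, under the threshold only without control replicate 1, where the mean was 0.95. Relative to the mean of all mice, its values were 1.28, -0.73 and -0.93 in control mice and 1.30, -0.15 and -0.77 in diseased-BWF1 mice, so replicate 1 was highest in both groups. RNA from B cells could have raised it. Replicate 1 had the highest B cell set mean in 0 groups, but only 3 of the 24 genes of that set were tested and all 3 are in the paper's lists, so RNA from B cells cannot be told apart from other sources. Small peritoneal macrophages and monocyte-derived cells had their highest set mean in replicate 1 in 2 groups, which cannot be told apart from a change within PMs.

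The mRNA of genes that bear on the paper's other experiments is given here without a comparison with any protein. Sirpa had 1277 ± 180 and 1226 ± 218 normalized counts in control and diseased-BWF1 mice (log2 fold change -0.06). H2-Aa had 232 ± 287 and 236 ± 247 (0.01), H2-Ab1 had 138 ± 168 and 176.9 ± 170 (0.34), and Cd74 had 784 ± 998 and 693 ± 804 (-0.18). Il6 had 6.35 ± 1.21 and 27.0 ± 25.3, and Tnf had 3.97 ± 1.02 and 8.96 ± 3.80. Tlr4 had 794 ± 103 and 612 ± 40.3 (-0.38) and Tlr7 had 885 ± 82.4 and 481 ± 185 (-0.88). Cxcr5 had 1 to 5 counts per control mouse and 0 to 1 per diseased mouse. None of these genes was called, but Il6, Tnf and Cxcr5 were below the low-count filter and could not be called in the main fit. Without the filter, their log2 fold changes were 2.06, 1.13 and -1.61. The adjusted p-values were 0.33, 0.607 and 0.705 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

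Other gene sets had an adjusted p under 0.05. The cytosolic ribosomal protein genes had a mean log2 fold change of 0.245 (adjusted p = 1.01e-05, limma's camera, Benjamini-Hochberg), with 73 of 77 genes higher, but the exact permutation p of the set mean was 0.4. With a mouse left out its adjusted p was at most 0.0647. Complement genes had -0.348 (adjusted p = 0.0361, limma's camera, Benjamini-Hochberg), with an exact permutation p of 0.1, but the adjusted p was 0.0752 with the replicate block, 0.325 without the listed genes and up to 0.17 with a mouse left out. Cytokine and Toll-like receptor genes had -0.256 (adjusted p = 0.0297, limma's camera, Benjamini-Hochberg), with an exact permutation p of 0.3, and the adjusted p was 0.0907 without the listed genes and up to 0.25 with a mouse left out. The B cell set, with 3 tested genes that are all listed, had -1.256 (adjusted p = 0.00326, limma's camera, Benjamini-Hochberg), with an exact permutation p of 0.1. With estimated inter-gene correlation, the adjusted p of these sets was at least 0.256.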
